A study of Arabidopsis thaliana with 3 samples. Its data were reported in "Regulatory chromatin landscape in Arabidopsis thaliana roots uncovered by coupling INTACT and ATAC-seq" (2018).

How the data were processed

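Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in nuclei of Arabidopsis thaliana (Col-0) roots at 14 days of age. Nuclei were collected by INTACT, in which a transgene tags the nuclear envelope with a biotinylated fusion protein so that nuclei can be captured on streptavidin beads. The labels describe 3 libraries of 1 group, numbered 1 to 3, and these were treated as replicates. The supplement of the study lists a different amount of nuclei for each, lowest for library 1 and highest for library 3. The labels do not give these amounts, and they were not used to group the libraries. There was no second group, so no comparison between groups and no paired analysis was made.

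The authors aligned single-end reads to TAIR10 with bowtie, kept reads with a single genomic position and removed PCR duplicates with SAMtools. They deposited 1 table of raw read counts per library, giving the count of reads over windows of 100 bp that start every 25 bp, with windows at 0 left out. Runs of windows with a count of 1 between empty windows were 6 or 7 windows long, so a read was counted in 6.27, 6.34 and 6.28 windows on average in libraries 1, 2 and 3. The deposited counts are whole numbers with different totals and were not scaled. The methods do not state whether reads in the count tables were shifted to the Tn5 cut site, so positions in them may be off by a few bases, less than the window step. The authors called peaks in each library separately with MACS2 and deposited 1 list per library. In these lists the authors give a score, a fold enrichment over the MACS2 background at the summit (a ratio), and the −log10 of the p-value and of the q-value. The lowest deposited −log10 q was 1.31, 1.31 and 1.33 in libraries 1, 2 and 3. These peaks are called accessible sites here. The fold enrichment is the authors' own value for each site and was used only to rank and describe sites, and the score was not used.

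The files hold only the 5 nuclear chromosomes, so the planned share of counts on the plastid and mitochondrial genomes was not analysed here. Coordinates are those of the files (TAIR10), counted from 1. Genes were taken from the RefSeq annotation of TAIR10.1. The windows of every library ended within the lengths of its 5 nuclear chromosomes, which sum to 119 Mb. The annotation gave 33056 genes, of which 27444 are protein coding.

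The sums of window counts were 61786860, 64805459 and 113785786 in libraries 1, 2 and 3. Divided by the windows per read, these correspond to an estimated 9850039, 10223285 and 18130442 reads. Signal is given as the mean count over windows whose centre lies in a region, or as its fold of the mean count over the nuclear genome. Shares of counts in single libraries carry 95% Wilson intervals computed on the estimated reads. Such intervals cover counting error only, since reads without molecular identifiers are not independent molecules, and they do not cover differences between libraries.

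Overlap was counted from 1 bp. The union of the 3 lists was formed by merging overlapping sites, and 100 random placements of the sites of each library within their chromosome gave the background. R squared was computed for each of the 3 pairs of libraries from log2 of the mean count plus a pseudocount of 1 over the union of sites. Sites are not independent replicates, so no p-value is given for it. The class of a site was set by its summit relative to the nearest transcription start site (TSS). Upstream promoters reached 400 bp upstream, promoter proximal regions from there to 1000 bp upstream, and downstream promoters 400 bp downstream. Remaining sites were gene body if inside a gene and otherwise intergenic. Random positions drawn 100 times per chromosome gave the background. TSS enrichment was the highest mean count within 400 bp upstream divided by the mean from 900 to 1000 bp on both sides. The G-box (CACGTG) was searched in windows of 200 bp centred on summits and in background windows outside all sites, matched to the sites in GC content in bins of 5 percentage points, and compared by a two-sided Fisher's exact test in each library. It was ranked among the 24 palindromic hexamers with 4 G or C and 2 A or T. The qPCR loci were placed by matching the primer sequences of the study to the reference. For AT3G63130, the coding bases also present on the INTACT plasmid were compared with the rest of the coding sequence, and with protein-coding genes whose coding sequence is at least 1000 bp long and has counts outside the compared bases.

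Sites named in the text followed a rule fixed before the data were examined. They are the 5 sites shared by all libraries with the highest geometric mean of the authors' fold enrichment, the 4 qPCR loci, AT3G63130, and the 3 shared sites with the largest ratio between the highest and the lowest library. For the last, counts were scaled to each library's median over shared sites, and sites with a mean scaled count below the median were left out. AT1G03090 was chosen after its values were seen.

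The alternatives tried were stricter q limits (0.01 and 0.001), an equal number of sites per library, merging of sites within 100 bp, windows of 150 bp on summits or midpoints, reciprocal overlap of 50%, summits within 100 bp, other regions, pseudocounts and correlations for R squared, other gene sets and class orders, other backgrounds and widths for the G-box, another reference for AT3G63130, and leaving out each library in turn. Sequence matching an organelle genome was defined by exact matches of 61 bases, the read length. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6. The overlap and other functions were tested on simulated data, overlaps also against bedtools 2.31.1. Of 9 checks 9 passed, most of them within a set tolerance of the known value and not exactly. With 3 libraries, a two-sided exact sign-flip permutation test cannot give a p-value under 0.25, so differences are compared with the spread between libraries.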

Results

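The data comprised 3 ATAC-seq libraries from INTACT-purified root nuclei, which were used to map accessible sites in the Arabidopsis root. The estimated number of nuclear reads was 9850039 in library 1, 10223285 in library 2 and 18130442 in library 3. The mean count per window of 100 bp was 12.96, 13.60 and 23.88, and the share of windows without a read was 6.49%, 8.18% and 5.79%. The libraries differed in totals and in their counts over sites, so they were counted as 3 separate replicates.

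The first question was how many accessible sites each library gave. The authors' lists held 26404 sites in library 1, 36033 in library 2 and 34828 in library 3, a mean of 32422 ± 5246 (SD, n = 3). The number of sites did not follow depth, since library 2 had more sites than library 3, which was sequenced more deeply. The alternative that moved this number most was an equal number of sites in each library, which was 26404 by construction. The median width of a site was 152 bp in library 1, 175 bp in library 2 and 155 bp in library 3. Sites covered 4.22%, 6.61% and 5.86% of the nuclear genome, on average 5.57% ± 1.22 (SD, n = 3). They held 13.9% of all counts in library 1 (95% Wilson interval 13.88 to 13.92%), 22.8% in library 2 (22.80 to 22.85%) and 15.7% in library 3 (15.72 to 15.75%). These shares differed between libraries by far more than the counting error, but each is over the library's own list. Over the sites found in all 3 libraries the shares were 16.8%, 19.7% and 15.0%, so libraries 1 and 3 changed order.

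Reproducibility of the site calls was examined by overlap. The union of the lists contained 43236 sites and covered 8.23% of the nuclear genome. Of these, 20186 (46.7%) were found in all 3 libraries, 8414 in exactly 2 libraries and 14636 in a single library. Random placements gave 570.4 sites shared by all libraries on average and at most 620 in 100 placements, so that the observed number was 35.4 times the random mean. Requiring a reciprocal overlap of 50% lowered the shared sites to 14179, the largest change among the alternatives. Sites of a single library were mostly from library 2 (7682) or library 3 (5515), and 1439 were from library 1. They were also weaker within each of the authors' lists. For each merged site, the highest fold enrichment of a library within it was taken. Its median was 2.60, 2.68 and 2.21 in libraries 1, 2 and 3 for sites found in that library alone. For sites found in all libraries it was 3.21, 3.54 and 2.82. The latter were wider, with a median of 284 bp against 102 bp. They can hold several sites of 1 library, which can raise this value. Over the 6 ordered pairs of libraries, 76.5% ± 11.6 (SD, n = 6) of the sites overlapped a site of the other library, against 10.4% for random placements. The overlap ranged from 61.5% for sites of library 2 found in library 1 to 89.2% for sites of library 1 found in library 2. With the 26404 sites of lowest q in each library, the range narrowed to 74.0 to 80.8%.

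Reproducibility of the signal was examined over the union of sites. R squared of the log2 mean count was 0.572 for libraries 1 and 2, 0.702 for libraries 1 and 3, and 0.538 for libraries 2 and 3, with a mean of 0.604 ± 0.0865 (SD, n = 3). The value depended strongly on how the signal was summarised. With the summed count per site in place of the mean count, an alternative chosen after the data were seen, the mean R squared was 0.925, and over bins of 1 kb it was 0.912.

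The distribution of sites relative to genes was compared with random positions. Upstream promoters held 27.8%, 27.5% and 24.5% of the sites in libraries 1, 2 and 3, on average 26.6% ± 1.83 (SD, n = 3), while 9.72% of random positions fell there. The largest change came from ranking the gene body before the promoter classes, which gave 23.3%. Downstream promoters held 22.3% ± 0.483 of the sites (10.4% of random positions) and promoter proximal regions 15.5% ± 0.249 (10.9% of random positions; SD, n = 3 for both). Gene bodies held 14.2% ± 2.23 (SD, n = 3) against 39.5% of random positions. Intergenic regions held 21.4% ± 0.734 (SD, n = 3) against 29.4%. Among windows covered by reads, the intergenic share was 24.4%, so the intergenic difference was smaller against that background. The gene body share of these windows was 42.6%, which made that difference larger. All 5 differences from random positions exceeded the spread between libraries and lay outside the range of the 100 random draws. Library 3 had fewer sites in upstream promoters (24.5%, 95% Wilson interval 24.01 to 24.91%) and more in gene bodies (16.8%, 16.4 to 17.2%) than the other libraries, whose gene body shares were 13.2% and 12.7%. By the midpoint of the merged site, 10.5% of the sites found in all libraries were in gene bodies, against 27.0% of the sites of a single library.

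**Figure D1:**
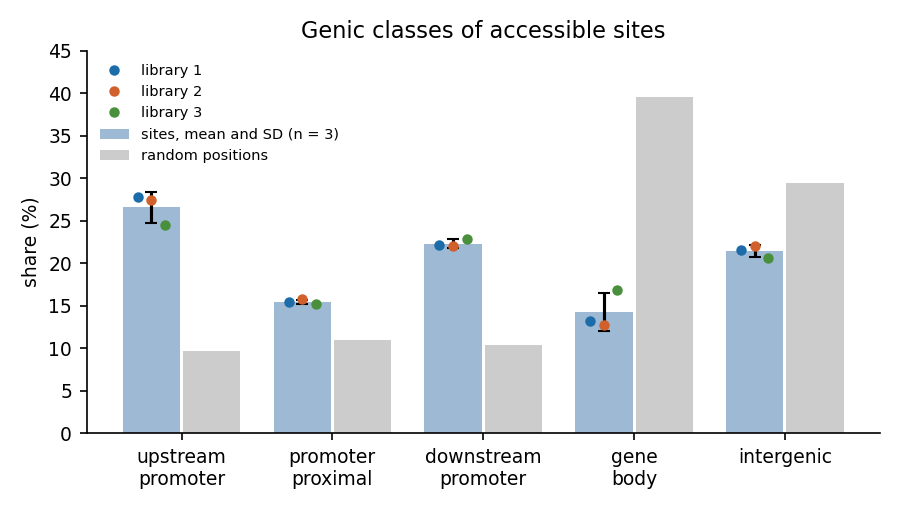
Share of accessible sites (%) in each genic class, as the mean and SD of the 3 libraries (blue bars) with each library as a point, beside the share of random positions (grey bars). Upstream promoters held 26.6% of sites and 9.72% of random positions, and gene bodies 14.2% and 39.5%.

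Signal was also averaged around the TSS of all 33056 genes. Within the upstream region it was highest at the last position examined, 25 bp upstream of the TSS. It was 1.65, 1.93 and 1.56 times the genome mean there in libraries 1, 2 and 3. Over positions on both sides, only library 2 was highest at this position. Library 1 was highest at the TSS itself (1.653) and library 3 at 25 bp downstream (1.57). TSS enrichment over the mean from 900 to 1000 bp away was 1.46, 1.70 and 1.38, with a mean of 1.51 ± 0.164 (SD, n = 3). Taking only protein-coding genes gave 1.58, the largest change among the gene sets, which is within the spread between libraries.

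**Figure D2:**
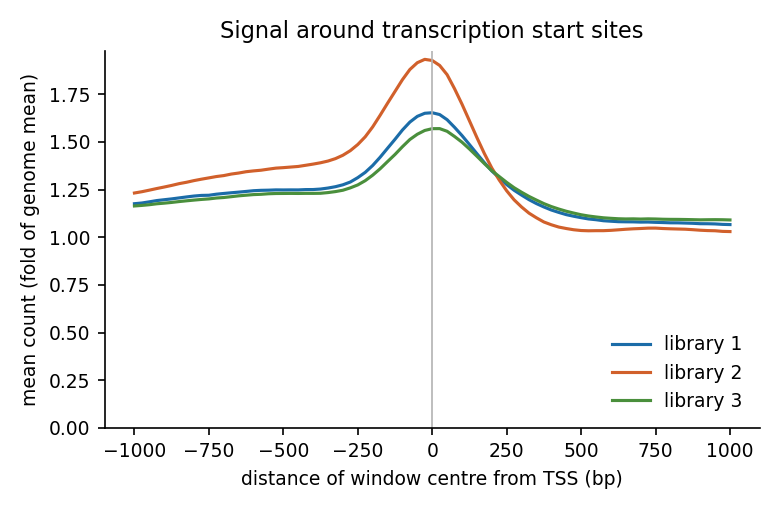
Mean count (fold of the genome mean) against the distance of the window centre from the TSS (bp), over all genes, with 1 line per library. Library 2 reached 1.93 and libraries 1 and 3 reached 1.65 and 1.56 at 25 bp upstream of the TSS.

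The study used 4 amplicons of 90 bp for quality control by qPCR, and the sequencing signal over the same loci was compared. Primer set 1 (accessible) matched chromosome 3, 18892607 to 18892696, centred at -144 bp from the TSS of PSBO2 (AT3G50820). Its signal was 2.84 ± 0.918 times the genome mean (SD, n = 3), and a site was called there in 2 of the 3 libraries. Primer set 2 (accessible) matched chromosome 5, 2941610 to 2941699, centred at -143 bp from the TSS of AT5G09450. Its signal was 4.29 ± 0.704 times the genome mean (SD, n = 3), with a site in all 3 libraries. Primer set 3 (inaccessible) matched a coding exon of AT3G45525 on chromosome 3, 16697582 to 16697671, at 0.559 ± 0.0175 times the genome mean (SD, n = 3). Primer set 4 (inaccessible) matched a coding exon of AT3G05775 on chromosome 3, 1714468 to 1714557, at 0.513 ± 0.0872 (SD, n = 3). No library had a site at the loci of sets 3 and 4. The ratio of accessible to inaccessible loci was 6.41 in library 1, 8.89 in library 2 and 5.01 in library 3, on average 6.77 ± 1.96 (SD, n = 3). In each library both accessible loci exceeded both inaccessible loci. Adding 250 bp on each side gave a mean ratio of 6.51, the largest change among the signal settings.

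**Figure D3:**
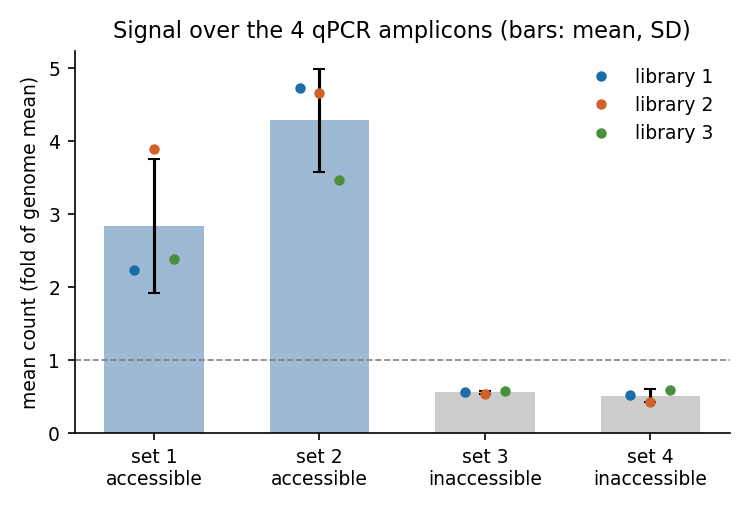
Mean count (fold of the genome mean) over the amplicon of each primer set, as mean and SD of the 3 libraries (bars) with each library as a point, and the genome mean as a dashed line. The accessible loci of sets 1 and 2 were at 2.84 and 4.29, and the inaccessible loci of sets 3 and 4 at 0.559 and 0.513.

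The study named the G-box, a binding motif of several families of plant transcription factors, among the motifs of accessible sites, and its frequency was measured here. CACGTG was present within the windows of 200 bp at 10.4% of the sites in library 1, 8.97% in library 2 and 9.40% in library 3. The matched background windows had it at 1.67%, 1.49% and 1.77%. The enrichment was 6.22, 6.01 and 5.32, on average 5.85 ± 0.471 (SD, n = 3). The odds ratio was 6.83 in library 1 (95% interval 6.17 to 7.56), 6.50 in library 2 (5.93 to 7.13) and 5.77 in library 3 (5.29 to 6.30), and the p-value of Fisher's exact test was too small for the software to represent in each library. Among the 24 hexamers of equal composition CACGTG ranked 1 in each library. The next was ACGCGT at 3.70, 4.14 and 3.27, and the median over the hexamers was 1.03, 1.06 and 0.999. Windows of 100 bp gave a mean enrichment of 6.91, the largest change among the alternatives.

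The INTACT transgene carries the first coding bases of AT3G63130 (RANGAP1), so reads from the plasmid copy and from the gene have the same sequence. The gene lies on chromosome 3, 23324479 to 23326973, and its coding sequence is a single exon. The shared coding bases, 23325108 to 23325440, had a signal of 4.28 ± 0.696 times the genome mean (SD, n = 3), and the rest of the coding sequence 0.954 ± 0.233 (SD, n = 3). The ratio was 4.63, 5.95 and 3.42 in libraries 1, 2 and 3, on average 4.67 ± 1.27 (SD, n = 3). With 500 bp on either side as the reference it was 3.79. Among 14348 genes the ratio ranked at percentiles 99.8, 99.9 and 99.7. A site was called there in all 3 libraries, and the pooled signal fell to the midpoint of its height at 23325113 and 23325438, which are 5 bp and 2 bp from the ends of the shared bases.

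**Figure D4:**
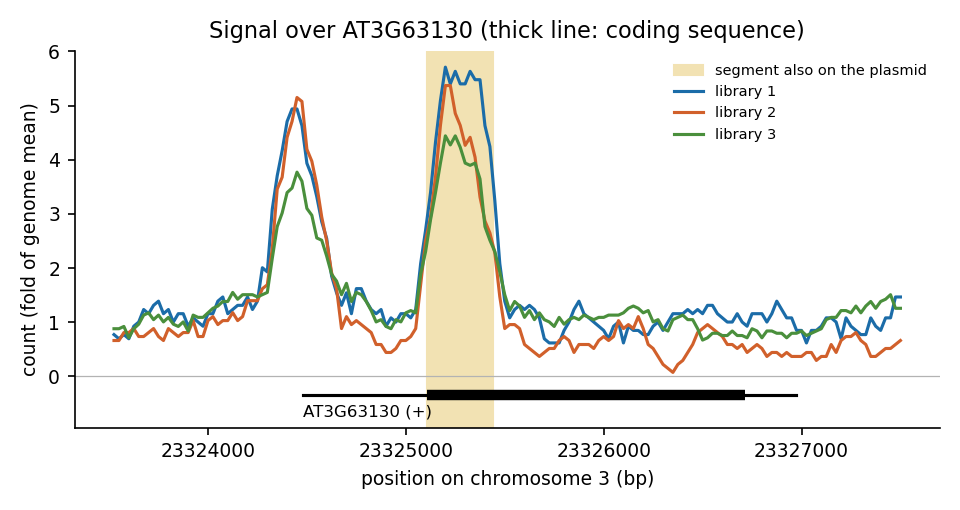
Count (fold of the genome mean) against position on chromosome 3 (bp) around AT3G63130, with 1 line per library, the gene as a thin and its coding sequence as a thick line, and the bases also on the plasmid shaded. Signal over the shaded bases averaged 4.28 times the genome mean, and over the rest of the coding sequence 0.954.

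The sites with the highest geometric mean of the authors' fold enrichment were all on chromosome 2. The site at 3412660 to 3412874, in a UTR exon of AT2G07715, had a geometric mean of 12.3. It was followed by 3275753 to 3275925, centred at -153 bp from the TSS of AT2G05165 (11.4), 3365480 to 3365729 in an intron of AT2G07667 (11.3), and 3500747 to 3500966 in an exon of the noncoding RNA gene AT2G00510 (11.2). In these 4 sites 100% of the stretches of 61 bases were also found in the mitochondrial genome. The fifth site, 9702 to 10242, spans the noncoding RNA gene AT2G00340 (11.01) and matched no mitochondrial sequence. This site also had the largest ratio between libraries. Its scaled signal was 2.84 in library 1, 1.21 in library 2 and 1.72 in library 3, a ratio of 2.35. The next ratios were 1.98 for an intergenic site on chromosome 4, 3950996 to 3951552, and 1.95 for a site in an intron of AT1G40104 on chromosome 1, 15082994 to 15083889. Library 1 was highest and library 2 lowest at these 3 sites. Over 10093 shared sites the median ratio was 1.14 and the 99th percentile 1.55. None of the 3 sites remained among the 3 largest ratios when counts were scaled to the library total, and 2 of the 5 sites of highest fold enrichment remained when sites were ranked by their lowest −log10 q.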

Values the study reported

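The study reported 41,419 accessible sites in roots from the libraries combined into 1 dataset, covering about 6.62% of the genome. It gave the intergenic share of its complete set of accessible sites as 23%.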

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

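Removing sites that match organelle sequence, summing counts per site, and taking G-box background windows with counts in every library were chosen after the data were seen. The other alternatives were fixed before the data were examined. Of 89 alternative values, 76 stayed within the spread between libraries, within 1.5 times the main count, or on the same side of the test's threshold. Values without a test were scored only by their distance from the main value, so a change of direction was not scored for them. Leaving out 1 library cannot move a mean over 3 libraries beyond their SD. Such values judged against the SD were therefore bound to stay within it and say nothing about robustness.

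Windows of 150 bp on summits lowered the covered share of the nuclear genome to 4.08%, since they are narrower than most sites. A reciprocal overlap of 50% lowered the mean overlap between pairs of libraries to 59.0%. For R squared, sites shared by all libraries gave 0.728, bins of 1 kb 0.912 and summed counts 0.925, all above the main 0.604. Leaving out each library in turn gave R squared from 0.538 to 0.702, the latter without library 2. The share of sites in upstream promoters was 24.6% with protein-coding genes only, 23.3% with the gene body ranked first and 24.7% over the union of sites. The intergenic share rose to 25.2% with protein-coding genes only. Except for the effect of site length on summed counts, and where the alternative's construction shows it, the cause was not tested.

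The mean enrichment of the G-box over libraries stayed high under each alternative, from 5.57 at sites outside promoters to 6.91 in windows of 100 bp. The number of sites ranged from 26404 to 32283 over the settings with all libraries, and from 30616 to 35431 when each library was left out in turn. The percentile of AT3G63130 rose to 99.98 among genes of similar signal. The share of counts on organelle genomes and its alternatives could not be run, because only nuclear chromosomes were analysed here. No paired analysis was possible because there was 1 group. Depth limits the comparison of site numbers, since library 3 had an estimated 18130442 reads and the others 9850039 and 10223285.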

Other observations

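The tests of library order in the stretch of chromosome 2, share of counts, R squared and site ends were chosen after the results were seen. The tests of mitochondrial matches by window and of exons against introns were written down before their values were known. The design has 1 group, so no biological difference between groups was tested, and the only biological explanation weighed is accessible nuclear chromatin in that stretch.

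A stretch of chromosome 2, 3239038 to 3509765, held 88 of the 100 shared sites with the highest fold enrichment, although it is 0.227% of the nuclear genome. Of its starting positions, 95.1% begin a stretch of 61 bases found exactly in the mitochondrial genome. Between 81.1% and 82.8% of its windows were empty, 138 of its 140 sites were shared by all libraries, and the 50 kb on each side had a mean signal of 0.360, 0.179 and 0.342 times the genome mean. A candidate explanation is mitochondrial reads assigned to the nuclear copy. The authors kept only reads with a single position. Reads that also matched the mitochondrial sequence in their alignment equally well would have been dropped. Whether that sequence is the one searched here is not known. Windows whose reads all match the mitochondrial genome were at least 1.40 times higher than windows where under 50% of the reads can match, among windows with counts in every library. However, only 13 windows of the latter kind had counts in every library. Of these, 69.2% also reached the genome mean, as accessible nuclear chromatin would give. Windows empty in any library were left out of this share, so it cannot decide between the explanations. Empty windows did not separate the kinds clearly, at 83.6%, 83.6% and 83.5% of the fully matching windows and 74.8%, 87.4% and 71.8% of the latter kind in libraries 1, 2 and 3. The stretch held 0.133%, 0.105% and 0.0905% of all counts in libraries 1, 2 and 3, the order of the share of organelle reads in the supplement of the study. Relative to the genome mean, signal fell from library 1 to 2 to 3 in 92.0% of the 138 shared sites of the stretch. It did so in 2016 of the 20048 other shared sites. Among 122 other sites of similar fold enrichment and GC content 17.2% fell in this way. Among those from the lower quartile of fold enrichment in the stretch upward it was 6 of 11. The order depended on the scaling. With counts scaled to the median over shared sites, library 2 was lowest at each named site of the stretch. The site at 3412660 to 3412874 had 3.39, 2.17 and 2.55 in libraries 1, 2 and 3. With that scaling, 59 of the 100 shared sites with the largest ratio between libraries were on organelle-like sequence. Library 2 was lowest at 91 of these 100. The fall from library 1 to 2 to 3 relative to the genome mean is what organelle reads would give. However, the amount of nuclei follows it in reverse, and only 3 libraries carry it. The 13 windows fell as well (2.56, 2.03 and 1.79 times the genome mean). These explanations therefore cannot be told apart. Removing all sites that match organelle sequence left 20050 shared sites.

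The raised signal over the first coding bases of AT3G63130 may come from reads of the plasmid copy. The called site ended within 13, 12 and 19 bp of both ends of the shared bases in libraries 1, 2 and 3. Of the other genes with a site over the same coding positions, 0 of 579, 0 of 706 and 1 of 1026 (0.0975%) had ends as close. This site may therefore not reflect accessibility of the gene itself. The plasmid also encodes the C-terminal part of the carboxylase encoded by AT1G03090 (MCCA), but the ends of that part are not known here. As many last coding bases of that gene as are shared for AT3G63130 were therefore taken (chromosome 1, 743316 to 743819). They had a signal of 2.04 ± 0.0984 times the genome mean (SD, n = 3) against 0.999 ± 0.163 for the rest of its coding sequence. The ratio was 1.97, 2.39 and 1.86 in libraries 1, 2 and 3, and 363, 354 and 351 of 14348 genes, itself included, reached it. Signal was raised in 2 parts, with a dip around 743575, which lies in an intron (743547 to 743619). It was below the genome mean from 743775 to the end of the bases taken. Most of that part lies in a second intron (743717 to 743814), and only 743815 to 743819 is coding. However, signal at 743725, in the same intron, was 2.47, 1.99 and 1.51 times the genome mean in libraries 1, 2 and 3. A plasmid copy without introns could give higher signal in exons. The ratio of exon to intron signal was 1.44, 1.62 and 1.53, at percentiles 88.0, 93.2 and 94.7 among 7476 genes. Windows of 100 bp are longer than each of its introns there, and an accessible site at the end of the gene would raise the same bases, so the source of this signal stays open.

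Library 2 had more sites than library 3 despite its lower depth. A candidate explanation is a larger share of counts in accessible sites. The share of counts in sites shared by all libraries was 4.70 percentage points higher in library 2 (19.7%) than in library 3 (15.0%). Library 1 had a higher share (16.8%) than library 3 and yet the fewest sites, so the order of the shares is not that of the site numbers. Library 3 was also deeper than library 1, so this difference in order does not count against the share. The lower depth of library 2 works against its larger number of sites and does not explain it. The amount of nuclei also differs between the libraries, with a single library at each amount, so its effect and that of the share cannot be told apart. In the supplement of the study, library 2 also kept the lowest share of mapped reads after removal of PCR duplicates. Whether this bears on its differences from the other libraries was not tested. Windows above the genome mean by a Poisson test did not show the same order as the sites. At full depth there were 136405, 183015 and 205377 such windows in libraries 1, 2 and 3, and after thinning to equal depth 136405, 182239 and 136383. At equal depth library 2, with the largest share, thus had the most windows, and libraries 1 and 3 were nearly equal. Library 2 had less signal in gene-poor regions, at 0.154 times the genome mean in the 10% of 100 kb bins with fewest genes, against 0.314 and 0.295 in libraries 1 and 3.

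R squared was lower for the pairs with library 2. Counting noise alone is unlikely, because library 1 was no deeper than library 2, yet libraries 1 and 3 exceeded libraries 2 and 3 by 0.164 (95% bootstrap interval over sites 0.158 to 0.170). GC content explained 16.2% and 27.1% of the variance of the log2 ratio for the pairs with library 2 and 2.89% for libraries 1 and 3. With GC content as a term, R squared of libraries 1 and 2 rose to 0.659 and that of libraries 2 and 3 to 0.609. Both stayed under that of libraries 1 and 3, which was 0.708 with the same term. GC content may therefore account for part of the difference but not for all of it.

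R squared was higher for summed than for mean counts. Site length enters the sum in both libraries, and after the mean counts of 1 library were permuted over sites, R squared of the sums was still 0.629 to 0.723. A high R squared of summed counts may thus reflect the spread of site lengths as well as shared accessibility.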
